A study of Mus musculus with 24 samples.

How the data were processed

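RNA of the left gastrocnemius muscle of 24 C57/BL6 mice was sequenced, 1 library per sample, in 6 groups of 4. The groups combined the 2 sexes with 3 conditions. Sedentary controls had 2 saline injections of pH 7.2 ± 0.1 into the muscle, 20 µl each and 5 days apart. Sedentary pain animals had acid injections of pH 5.0 ± 0.1 in the same volume and spacing, and 6 min of electrically evoked contraction of the muscle just before the second one. Active pain animals ran on wheels for 8 weeks and were then put through the same pain procedure. The labels give a time of 24 h for every sample. Controls had neither acid nor contraction, and the labels hold no active animals without pain, so running alone, acid alone and contraction alone cannot be separated.

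Per the labels, the authors extracted RNA with a column kit for fibrous tissue, cleaned it again, and built Illumina TruSeq stranded libraries from 0.5 µg of total RNA, which were read on a NovaSeq as paired ends of 100 bases. The deposited files hold 1 raw read count per Ensembl gene and sample, for 54532 genes. All values are whole numbers, and no normalization or filter by the authors was found in them. The aligner, the counting program, the genome build, the annotation version and the use of strand are not stated. A symbol was found for 54409 of the genes. Positions were taken by identifier from GENCODE M21 (GRCm38), which held 54495 of the genes; the authors' own build may be another.

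Samples were grouped by their labels alone. Counts were normalised by trimmed mean of M-values (TMM), genes were filtered with filterByExpr (minimum count 10) by group, and edgeR 4.0.16 quasi-likelihood F tests with robust estimation were run, two-sided, in R 4.3.3. Each sex was fitted on its own with its 12 samples, because the study's design text treats the sexes separately and then compares them. The 3 tests of whether a change differed between the sexes (interaction), and male against female controls, used all 24 samples. P-values were adjusted by the Benjamini-Hochberg procedure over the genes tested, at a threshold of 0.05. Values per group are read counts scaled to library size (CPM) with TMM factors, given as mean ± SD, and fold changes carry the standard error (SE) that corresponds to the test's p-value. Gene sets were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, over 23 hand-written sets, where at least 5 genes of the set were tested. Of 576 set symbols, 575 were found in the files. A list of 48 pain-related candidate genes, all found, was adjusted over the list alone and also over all genes. The comparisons, tests, sets, candidate list and the rule for naming genes were fixed before the data were examined.

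That rule named, in each of the 6 comparisons within a sex, up to 3 genes with the largest rise and 3 with the largest fall among genes past the threshold with a mean log2 CPM of at least 1 and no overlap between the groups' CPM values. It also named up to 5 candidate genes per comparison with a list-adjusted p-value under 0.05, smallest p first, up to 4 genes per sex interaction, and 5 genes that check the sex label.

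Scores for the macrophage, chemokine and interferon sets were chosen after the set results were seen, as were the 13 sets named in the text and the candidate counts of the sex interactions. A score is the mean log2 CPM (prior count 2) of a set's genes in a sample, minus the mean of the same-sex controls. Scores were compared by exact two-sided permutation tests over the 70 arrangements of 4 against 4 samples, whose smallest p-value is 0.0286, in SciPy 1.17.1 under Python 3.11.15, with NumPy 2.4.6 and pandas 2.3.3. Figures were drawn with matplotlib 3.10.9.

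Replicate numbers 1 to 4 in the sample titles recur in every group, on different animals; what they stand for is not stated. A number in each library's name puts replicates 1 and 2 (20 or lower) apart from replicates 3 and 4 (25 or higher), which may reflect a batch. The mean correlation of same-numbered samples' residuals between the groups was 0.109 in females and 0.0131 in males. A fit with the replicate block is therefore given beside the counts, and a fit with the library-number batch was run as an alternative.

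Alternatives fixed before the data were examined were relative log expression (RLE) scaling, DESeq2 1.42.0, no robust step, no filter on low counts, a mean of at least 50 counts, a log2 fold change of at least 1, only the 2 groups compared, all 24 samples in 1 fit, the replicate block, the library-number batch, 1 surrogate variable (sva 3.50.0), no mitochondrial genes, libraries thinned to the smallest total, each sample left out in turn, camera with the correlation estimated per set, and the rotation test fry. Alternatives chosen after seeing the data were a correction for GC content and length (splines with 5 degrees of freedom each), the same with the replicate block, replicates 1 and 2 only, replicates 3 and 4 only, and other ways of making the scores.

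Sets are followed through the alternatives only in comparisons where they passed the threshold, and named genes of the other sex only for sedentary pain against control; this limit was chosen after seeing that values near 0 in the other comparisons changed sign.

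The tests were tested on simulated data, negative binomial counts drawn with the means and dispersions of these samples, in which 200 genes with a mean of at least 50 counts were changed. Among 14511 genes in 12 samples, 62.5% of the changed genes were recovered, 87.4% of those changed by log2 2 and 40.0% of those changed by log2 1, and 5.30% of the calls were unchanged genes. In 12 male samples 66.5% of the changed genes were recovered, and for the interaction over 24 samples 56.5%. The direction was right in 100% of the recovered genes. Genes were drawn independently, with 1 mean and 1 dispersion per gene for all groups. Variation that many genes share within an animal was not simulated, so these rates need not hold in the real samples. Regrouping the male active and sedentary pain samples, as described below, gave up to 4527 genes.

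Total counts per sample ran from 17612139 to 34039699. A value of 0 has as its floor 3 counts of the total, which is 0.0881 to 0.170 CPM. These libraries carry no molecular identifiers in the labels, so floors cover counting error only. Between the 36 pairs of replicates within a group, the variance of counts over genes was 7.41 to 339 times that of counting alone (chi-square per degree of freedom).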

Results

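Gene expression was measured by RNA sequencing in the left gastrocnemius muscle of 24 mice, 4 in each of 6 groups. Females and males were each divided into sedentary controls given saline of pH 7.2, sedentary animals with a muscle pain model of acid injection and stimulated contraction, and animals that had run on wheels for 8 weeks before the same model. The values are raw read counts per gene. Replicates 1 to 4 had total counts of 25390205, 24659765, 24032455 and 32500004 in female controls, 25016336, 17612139, 25298715 and 23418814 in female sedentary pain, and 22946860, 28023060, 25892187 and 32312120 in female active pain. In males the totals were 32380529, 30624337, 30953018 and 34039699 in controls, 23937925, 30782208, 24471814 and 27474321 in sedentary pain, and 24198387, 20823470, 30355600 and 27031571 in active pain. Between 18839 and 20648 genes had at least 1 count in a sample, and the 10 most abundant genes took 19.3% to 31.0% of a sample's counts. The 37 mitochondrial genes took 9.26% ± 1.17 (SD, n = 4) of the counts in female controls, 5.17% ± 2.41 in female sedentary pain and 8.77% ± 2.38 in female active pain. The corresponding male shares were 10.3% ± 0.994, 9.19% ± 3.13 and 9.0% ± 2.78.

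The sex labels were checked with Xist, transcribed from the X chromosome in females, and 4 Y-linked genes. Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254) had 42.7 ± 8.12 CPM (SD, n = 4) in female controls, 38.4 ± 9.72 CPM in female sedentary pain and 29.03 ± 4.24 CPM in female active pain, and at most 1 count in any male sample. In male controls Ddx3y had 74.4 ± 13.4 CPM, Eif2s3y 44.2 ± 4.72 CPM, Kdm5d 9.5 ± 1.24 CPM and Uty 9.72 ± 1.29 CPM, and all 4 had 0 counts in the 12 female samples. A principal component analysis of log2 CPM over 15103 genes placed 57.4% of the variance on the first component and 10.01% on the second. On the first component the female sedentary pain samples lay at 28.6, 107, 97.9 and 153, and the female controls between -51.6 and -8.98. Of the male sedentary pain samples, replicate 1 lay at 93.3 and the others between -51.0 and -26.1, with the male controls between -73.5 and -49.7. Of the male active pain samples, replicate 2 lay at 50.5 and the others between -42.1 and -6.16.

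The first question was which genes differ with muscle pain in sedentary animals of each sex. In females, 4867 of 14511 tested genes differed between sedentary pain and control (smallest adjusted p = 0.00104), 2847 of them higher and 2020 lower with pain. At an unadjusted p under 0.05 there were 6911 genes, where 726 were expected by chance. The CPM values of the groups did not overlap in 3290 of the 4867 genes, and in 3819 of all tested genes, or 26.3%, against 2.86% by chance. With the replicate block, prompted by a mean residual correlation of 0.109 between same-numbered female samples (0.147 between these groups alone), 3739 genes differed. The number in the library names splits the samples into replicates 1 and 2 and replicates 3 and 4; in those subsets, chosen after seeing the data, 238 and 3456 genes differed. The alternative that moved the count most was a fit with 1 surrogate variable, which left 61 genes. The values of that variable did not overlap between the groups compared, so it can take out the group difference itself. A correction for GC content and gene length, chosen after seeing the data, gave 5223 genes and turned the balance of directions, with 2262 of them higher with pain.

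In males, 0 of 14404 tested genes differed between sedentary pain and control (smallest adjusted p = 0.296), and 1273 genes had an unadjusted p under 0.05, where 720 were expected. The male count was also 0 with the replicate block, with 905 genes at an unadjusted p under 0.05, and 0 in replicates 1 and 2 alone (573 unadjusted) and in replicates 3 and 4 alone (852 unadjusted). It was 270 with DESeq2 and 6 with 1 surrogate variable. The CPM values of the groups did not overlap in 1162 genes, or 8.07%.

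**Figure D1:**
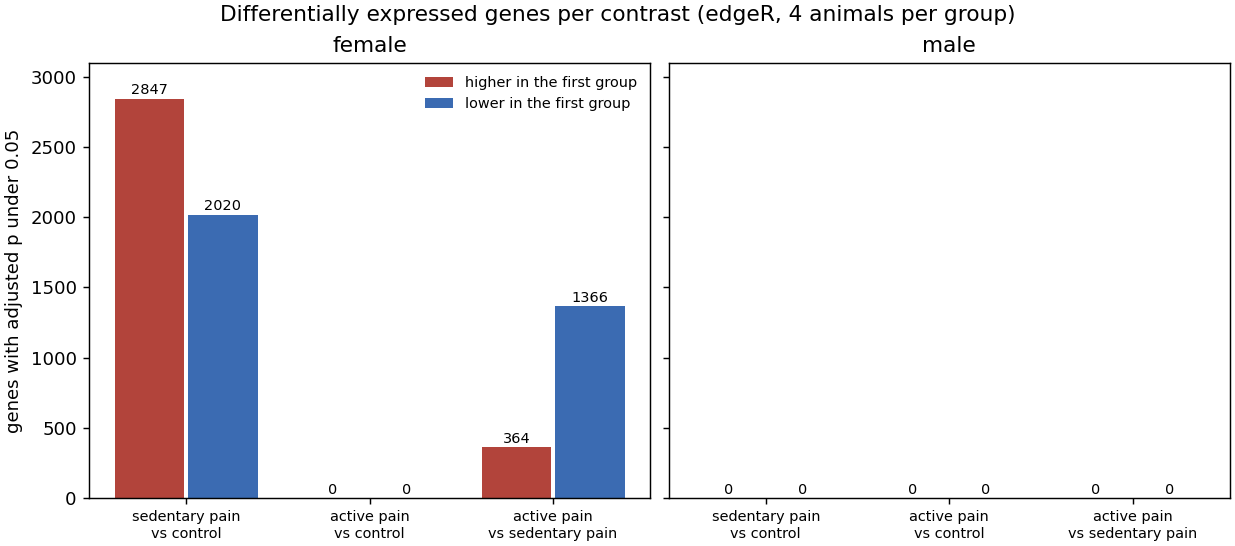
Bars give the number of genes with an adjusted p-value under 0.05 (vertical axis, from 0) in each comparison within females (left) and males (right), red for genes higher and blue for genes lower in the group named first, with 4 animals per group. Female sedentary pain against control has 2847 higher and 2020 lower genes, female active against sedentary pain 364 and 1366, and the other comparisons 0.

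Among the female genes of sedentary pain that met the naming rule, the largest rises were in Trem1 (ENSMUSG00000042265, chromosome 17, 48232768 to 48246924), Saa3 (ENSMUSG00000040026, chromosome 7, 46711998 to 46715700) and Cxcl2 (ENSMUSG00000058427, chromosome 5, 90903871 to 90905938), all protein-coding genes. Trem1 had 0 counts in the 4 controls and 4.50 ± 7.64 CPM (SD, n = 4) with pain, between 0.519 and 15.9 CPM per animal. This mean is at least 38.7-fold higher than the floor of 3 counts (adjusted p = 0.0362). Saa3 rose from 0.822 ± 0.693 CPM to 569 ± 778 CPM, between 5.60 and 1672 CPM per animal (log2 fold change 9.41 ± 1.81 SE, adjusted p = 0.00463). Cxcl2 was at or under the floor in every control and had 8.31 ± 12.9 CPM with pain, at least 71.5-fold higher (adjusted p = 0.0277). Its values with pain lay between 0.529 and 27.6 CPM per animal. The means of Trem1 and Cxcl2, and so their folds, rest mostly on the highest animal. Calls for Trem1 and Cxcl2 were lost under 10 of 23 and 8 of 24 alternatives, that for Saa3 under 1 of 24. In males Saa3 rose at least 88.4-fold over the floor, without passing the threshold (adjusted p = 0.296). Trem1 and Cxcl2 did not pass the low-count filter in males, because too few samples had counts. Among male sedentary pain samples, replicate 1 had 324 counts of Trem1 and 693 of Cxcl2, and the other 3 had at most 2 and at most 3. Through that animal the group means were at least 32.7-fold and at least 69.8-fold over the floor.

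The largest falls were in Fasn (ENSMUSG00000025153, chromosome 11, 120805846 to 120824547), mt-Nd4l (ENSMUSG00000065947, mitochondrial genome, 9877 to 10173) and Gm5182 (ENSMUSG00000111942, chromosome 12, 10152142 to 10158233). Fasn fell by 5.13 ± 1.05 (SE) on the log2 scale (adjusted p = 0.00596), from 1097 ± 1145 CPM in controls, which ranged from 95.8 to 2160.5 CPM, to 31.8 ± 21.3 CPM. The value for mt-Nd4l fell by 4.95 ± 1.24 (adjusted p = 0.0135), from 38.3 ± 66.5 CPM to 1.22 ± 0.632 CPM. Its controls ranged from 2.85 to 138 CPM, so the control mean and the size of the fall rest mostly on the highest control. This gene overlaps mt-Nd4 on the same strand, so the assignment of its reads is uncertain. Gm5182, a processed pseudogene, fell by 4.83 ± 0.96 (adjusted p = 0.00527), and the assignment of its reads is uncertain as well. In males the log2 fold changes of Fasn, mt-Nd4l and Gm5182 were -1.02, -0.61 and -0.47, with adjusted p-values of 0.627, 0.695 and 0.735.

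The active pain animals were set against the same controls to ask what differs with pain after 8 weeks of running. In females 0 of 14511 genes differed (smallest adjusted p = 0.565; 1020 at an unadjusted p under 0.05), and 0 with the replicate block (965 unadjusted; residual correlation of same-numbered samples 0.109 over all female groups and 0.236 between these groups alone). Subsets of the library numbers gave 0 genes in replicates 1 and 2 and 155 in replicates 3 and 4, and DESeq2 gave 124. In males 0 of 14404 genes differed (smallest adjusted p = 0.465; 1045 unadjusted), 0 with the replicate block, 127 with DESeq2 and 6 with 1 surrogate variable. Values did not overlap in 5.44% of the female and 10.4% of the male genes tested, against 2.86% by chance.

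Active pain was then set against sedentary pain, to ask what differs between physically active and sedentary animals with pain. In females 1730 genes differed (smallest adjusted p = 0.0328), 364 higher and 1366 lower in active animals, and 1629 differed with the replicate block (mean female residual correlation 0.109, and -0.0561 between these groups alone). The CPM values did not overlap in 888 of the 1730 genes, and in 11.8% of all tested genes against 2.86% by chance. The count was 0 with 1 surrogate variable, 0 in a fit of the 8 compared samples alone, 0 in replicates 1 and 2 and 2306 in replicates 3 and 4. It was also 0 in 4 of the 12 fits that each left out 1 female sample. With the GC and length correction 684 of 1981 genes were higher in active animals, in place of 364 of 1730, and with the replicate block added to it 1622 of 3062 were. In males 0 genes differed (smallest adjusted p = 1.0; 121 unadjusted, where 720 were expected), and values did not overlap in 0.646% of genes.

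**Figure D2:**
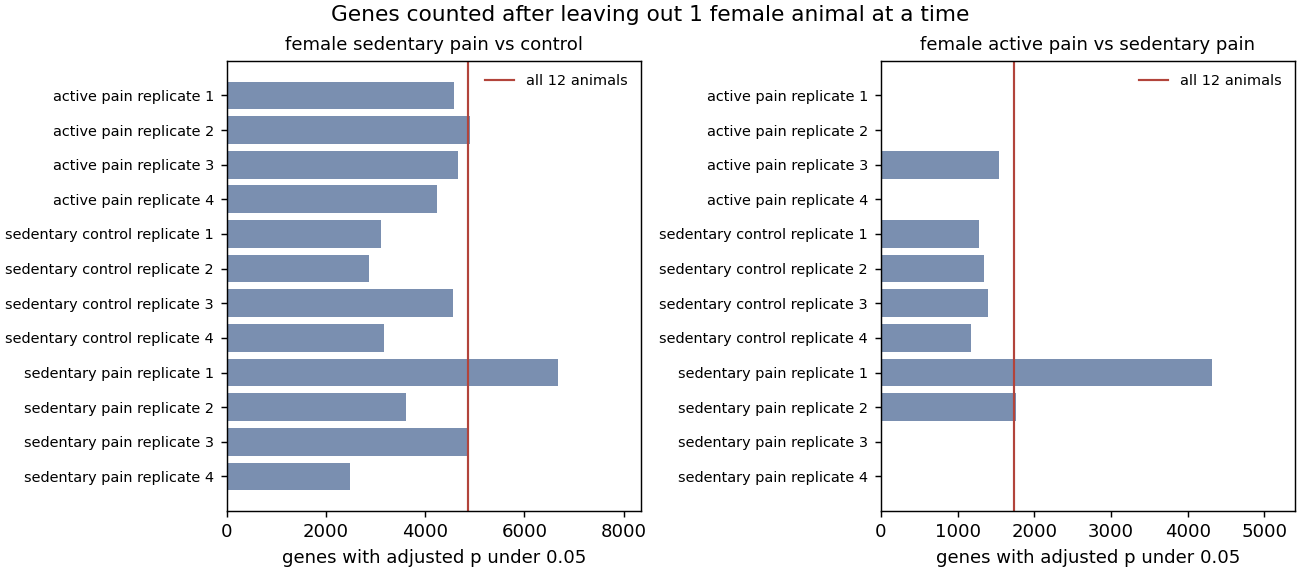
Horizontal bars give the number of genes with an adjusted p-value under 0.05 (from 0) when the named female sample was left out, for sedentary pain against control (left) and active against sedentary pain (right); red lines mark 4867 and 1730, the counts with all 12 females. The counts ran from 2486 to 6674 on the left and from 0 to 4316 on the right.

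The female genes with the largest rises in active against sedentary pain were Aqp4 (ENSMUSG00000024411, chromosome 18, 15389496 to 15410982), Bdh1 (ENSMUSG00000046598, chromosome 16, 31422280 to 31458901) and the long noncoding RNA 2310075C17Rik (ENSMUSG00000089718, chromosome 9, 112227579 to 112228242), which lies antisense to Arpp21. Aqp4 had 16.5 ± 8.57 CPM in active and 3.70 ± 2.53 CPM in sedentary pain (SD, n = 4; log2 fold change 2.16 ± 0.51 SE, adjusted p = 0.0328), with 23.8 ± 6.79 CPM in controls. The changes of Bdh1 and 2310075C17Rik were 2.14 ± 0.54 (adjusted p = 0.0333) and 1.88 ± 0.41 (adjusted p = 0.0328). The largest falls were in Ly6i (ENSMUSG00000022586, chromosome 15, 74979534 to 74983430), Serpina3g (ENSMUSG00000041481, chromosome 12, 104236245 to 104241939) and Cxcl9 (ENSMUSG00000029417, chromosome 5, 92321347 to 92328079), with log2 fold changes of -7.84 ± 1.66, -7.19 ± 1.68 and -5.69 ± 1.39 (all adjusted p = 0.0328). Cxcl9 had 2.14 ± 1.14 CPM in active pain, 113 ± 128 CPM in sedentary pain and 4.01 ± 3.66 CPM in controls. Per animal with sedentary pain, Ly6i ran from 0.643 to 243 CPM, Serpina3g from 0.642 to 102 CPM and Cxcl9 from 3.68 to 246 CPM. Their highest active values were 0.616, 0.578 and 3.47 CPM. The lowest sedentary values thus lay close to active ones, and the folds rest on the sedentary animals with high values. Ly6i and Serpina3g belong to families of similar genes, so the assignment of their reads is uncertain. Calls for these 6 genes were lost under 7 to 9 of 24 alternatives each.

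The study's design compares the sexes. Because 0 male genes passed the threshold, 0 genes were shared between the sexes in either pain group, and an overlap test could not be run. Of 4648 female genes of sedentary pain that were also tested in males, 4536 (97.6%) changed in the same direction in males, against 83.1% of all genes tested in both, and 987 of these had an unadjusted male p under 0.05. Their median log2 change was 1.22 in females and 0.56 in males for genes that rose, and -0.84 and -0.28 for genes that fell. Across 14044 genes, which are not independent replicates, the changes in the sexes correlated with Pearson's r = 0.85 and Spearman's rho = 0.81 for sedentary pain, and r = 0.67 and rho = 0.62 for active pain. The male values for sedentary pain include replicate 1, at 93.3 on the first principal component, with the others between -51.0 and -26.1. No such value without that animal is given here, so the likeness of the sexes in sedentary pain may rest partly on it. The difference between the sexes was tested directly as an interaction over 15103 genes and 24 samples. It passed for 0 genes in sedentary pain against control (smallest adjusted p = 0.402; 1446 unadjusted), 0 in active pain against control (1.0; 307 unadjusted) and 0 in active against sedentary pain (0.228; 2224 unadjusted), where 755 were expected. All 3 counts were 0 with the replicate block as well (female and male residual correlations 0.109 and 0.0131). DESeq2 gave 15, 3 and 111 genes. With 1 sample left out, the count in active against sedentary pain was 0 in 22 of 24 fits. It was 2174 without male sedentary pain replicate 1, so this count of 0 depends on that library. Between male and female controls 427 genes differed, 233 higher and 194 lower in males. The replicate block, fitted within each sex, gave 68 genes. That fit compares the sexes at replicate 1 and not over all replicates, so 68 does not measure the same difference as 427. Within females, the active and sedentary pain groups shared 0 genes, and within males 0; 92.3% of the 4867 female sedentary pain genes changed in the same direction in active pain, against 75.4% of all tested genes, and both groups were set against the same controls.

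**Figure D3:**
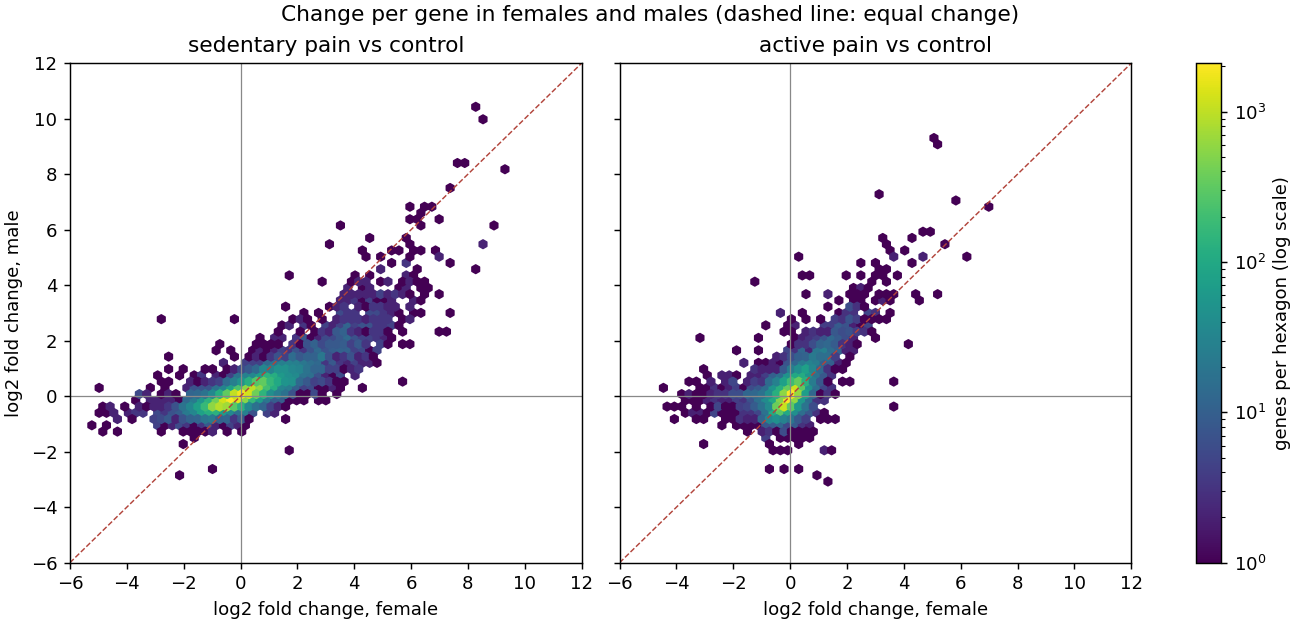
Each hexagon counts genes (log colour scale) by their log2 fold change in females (horizontal axis) and males (vertical axis), for sedentary pain (left) and active pain (right) against same-sex controls; the dashed line marks equal change. Pearson's r across 14044 genes is 0.85 on the left, where the cloud runs flatter than the dashed line, and 0.67 on the right.

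Hand-written gene sets were tested against all other genes with camera. Of 22 sets tested in females, 15 passed the threshold in sedentary pain against control (9 higher, 6 lower), 10 in active pain against control (8 and 2) and 14 in active against sedentary pain (6 and 8). Of 23 sets tested in males the counts were 10 (9 and 1), 14 (10 and 4) and 8 (2 and 6). With the inter-gene correlation estimated per set in place of 0.01, 0 sets passed in each of these 6 comparisons. The rotation test fry, which assumes no such value, gave 12 sets in female sedentary pain, 9 in female active against sedentary pain and 0 in the other 4 comparisons. Other divisions of the same samples also gave as many sets. Median log2 changes of the macrophage and monocyte markers were 4.46 in female sedentary pain, 1.71 in female active pain, 2.88 in male sedentary pain and 2.28 in male active pain. For the interferon response genes they were 2.90, 0.52, 1.31 and 1.37, and for chemokines and inflammatory cytokines 5.90, 2.47, 2.94 and 2.63. The macrophage and interferon medians rest on 28 and 32 genes in each sex, but those of the chemokine set on 25 genes in females and 18 in males, so they do not cover the same genes. In the joint fit of both sexes, the sex difference of the sedentary pain change had a median of 0.26 over 27 chemokine genes, 1.60 over the macrophage and 1.10 over the interferon genes. In female sedentary pain the cell cycle genes had a median change of 2.63, lymphocyte markers 3.77, mitochondrially encoded proteins -1.24 and adipocyte markers -2.73; the adipocyte score of the controls themselves spanned 3.75 on the log2 scale. In active against sedentary pain the macrophage markers changed by -2.56 in females and -0.49 in males.

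Scores per animal were compared for 3 immune sets, in a family of 18 tests chosen after the set results were seen. The macrophage score was higher in sedentary pain than in every same-sex control in 4 of 4 females, by 3.84, and in 4 of 4 males, by 1.99 (exact permutation p = 0.0286 each, the smallest possible, adjusted p = 0.0468). In active pain it was higher than every control in 4 of 4 females, by 1.69, and in 4 of 4 males, by 1.87 (exact p = 0.0286, adjusted p = 0.0468). Within replicates 1 and 2 and within replicates 3 and 4, the differences in sedentary pain were 3.36 and 4.32 in females and 2.47 and 1.51 in males, and those in active pain 1.52 and 1.87 in females and 2.51 and 1.24 in males. With the median of the set's genes in place of the mean, an alternative chosen after seeing the data, the 11 score differences that pass here all kept their direction and lost the threshold, with adjusted p-values from 0.0643 to 0.110. Of these, 8 kept the smallest possible exact p of 0.0286 with 4 of 4 animals above every control, and their adjusted value rose with the larger p-values of 3 chemokine tests. The chemokine score rose by 3.94 and 1.95 in sedentary pain and by 1.61 and 1.96 in active pain, in females and males in that order, with the same exact p-values and 4 of 4 animals above every control. The interferon score rose by 2.68 in female and 1.42 in male sedentary pain and by 1.37 in male active pain (exact p = 0.0286, adjusted p = 0.0468, 4 of 4 animals each), but by 0.52 in female active pain (exact p = 0.457, adjusted p = 0.549, 1 of 4 animals above every control). Female active pain lay below female sedentary pain by score differences of -2.15, -2.33 and -2.16 for the macrophage, chemokine and interferon sets (exact p = 0.0571, adjusted p = 0.0735, 3 of 4 animals below every sedentary one each), and these did not pass the threshold. Males differed by -0.12, 0.02 and -0.05 (exact p = 0.886, 1.0 and 0.914). The rise of the macrophage score in sedentary pain was not shown to differ between the sexes, at 3.84 ± 1.23 in females and 1.99 ± 1.39 in males (SD, n = 4; exact permutation p = 0.114, adjusted p = 0.257 over 6 tests). The other 5 sex comparisons had exact p-values from 0.0857 to 0.771. All 6 tests exchanged the pain animals only and held the control means fixed. The spread of the controls, with a macrophage score SD of 0.592 in females and 0.452 in males, therefore did not enter.

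**Figure D4:**
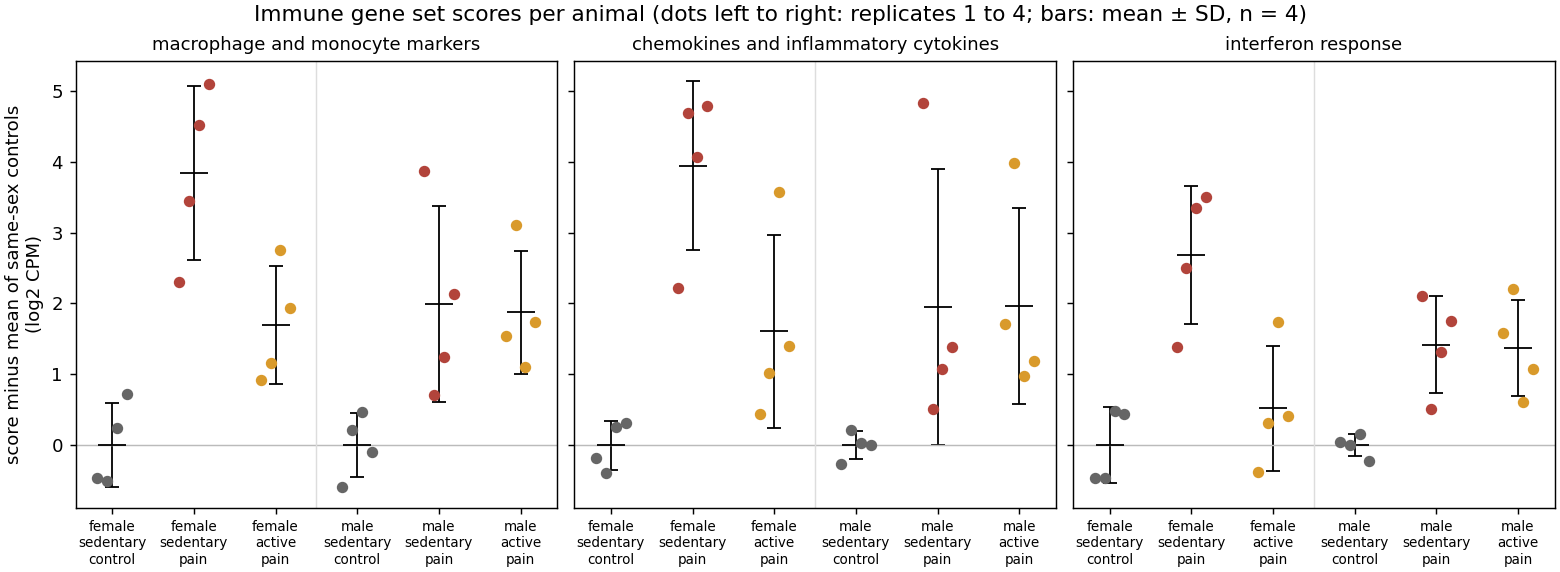
Dots give each animal's score for 3 gene sets (vertical axis, log2 CPM minus the mean of same-sex controls), replicates 1 to 4 from left to right, with mean ± SD of 4 animals per group. Macrophage scores of the sedentary pain animals run from 2.30 to 5.09 in females and from 0.70 to 3.87 in males, where replicate 1 is the highest.

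For 48 pain-related candidate genes, p-values were adjusted over the list and, separately, over all genes. In female sedentary pain against control 21 of 32 tested candidates passed over the list (18 higher) and 20 over all genes. The 5 with the smallest p-values were Mrc1 (ENSMUSG00000026712, chromosome 2, 14229392 to 14332057), Il10ra (ENSMUSG00000032089, chromosome 9, 45253837 to 45269149), Nlrp3 (ENSMUSG00000032691, chromosome 11, 59541568 to 59566956), Ptger4 (ENSMUSG00000039942, chromosome 15, 5206661 to 5244187) and Cnr2 (ENSMUSG00000062585, chromosome 4, 135895394 to 135920207). Mrc1 rose from 12.2 ± 3.13 to 36.5 ± 9.96 CPM (SD, n = 4; log2 fold change 1.56 ± 0.25 SE, list-adjusted p = 0.00113). Il10ra rose by 4.81 ± 0.85 (0.00171), Nlrp3 by 6.20 ± 1.16 (0.00187), Ptger4 by 2.58 ± 0.50 (0.00191) and Cnr2 by 2.99 ± 0.60 (0.00195), each on the log2 scale with the list-adjusted p-value in parentheses. In female active pain against control 0 candidates passed over the list and 0 over all genes, with 5 at an unadjusted p under 0.05. That list count was above 0 with the replicate block, the library-number batch, 1 surrogate variable and DESeq2, as given below.

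In female active against sedentary pain 16 candidates passed over the list, 14 of them lower in active animals, and 10 over all genes. Those with the smallest p-values were Il10ra, Ptger4, P2rx4 (ENSMUSG00000029470, chromosome 5, 122707544 to 122729738), Il18 (ENSMUSG00000039217, chromosome 9, 50554827 to 50581840) and Cnr2, with log2 changes of -3.41 ± 0.78, -2.08 ± 0.49, -2.50 ± 0.59, -2.56 ± 0.62 and -2.37 ± 0.57 (all list-adjusted p = 0.00786, all-gene adjusted p = 0.0328). With 1 surrogate variable 1 candidate passed in female sedentary pain and 0 in this comparison. In males, 2 of 25 candidates passed over the list in sedentary pain and 3 in active pain, and 0 over all genes in either. They were Mrc1 and Casp1 (ENSMUSG00000025888, chromosome 9, 5298517 to 5307265) in sedentary pain, higher by 1.49 ± 0.39 and 1.77 ± 0.47 (list-adjusted p = 0.0358). In active pain they were Ptger4, Casp1 and Mrc1, higher by 1.23 ± 0.31, 1.75 ± 0.47 and 1.35 ± 0.39 (list-adjusted p = 0.0392); with the replicate block 0 passed in either comparison. Between active and sedentary males 0 candidates passed, and 0 had an unadjusted p under 0.05. The sex interaction passed over the list for 0 of 35 candidates in sedentary pain, 0 in active pain and 6 in active against sedentary pain (P2rx7, P2rx4, Adora2a, Casp1, Il18 and Ptger4, list-adjusted p from 0.0153 to 0.0389), all more negative in females. For these 6 the all-gene adjusted p-values were 0.228 to 0.229, the counts were chosen after the data were seen, and other exchanges of the sexes often gave as many. Such exchanges can also carry the general difference between the sexes, so they do not decide this.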

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

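The tests of Xist, of the X-linked counterparts, of the depth of the outlying library, of slow-twitch variation between controls and of exchanged sexes for sedentary pain were chosen only after the result was seen. Each group of 4 samples was searched for a sample far from the other 3, in 172 groups of values; 16 values stood out, where 8.6 would by chance.

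Male sedentary pain replicate 1 accounts for 6 of the 16. Its mitochondrial share was 4.53% (others 10.4% to 11.3%) and its share of the fast myosin gene Myh4 was 3.84% (others 5.11% to 5.19%). Its neutrophil score over control was 5.00 (others 0.18 to 0.45) and its score of mitochondrially encoded proteins -2.06 (others -0.40 to -0.12). On the log2 CPM scale it had 1.43 for Kdm5d (others 3.25 to 3.33) and -0.32 for Uty (others 3.05 to 3.28). Low depth was tested: the library's total was 23937925 counts (23.9 M), inside the male range of 20823470 to 34039699. Without this sample the neutrophil set no longer rose in male sedentary pain (median log2 change -0.066). A stronger response of this animal to the pain model is a possible explanation, but no test here separates it from a difference in dissection or handling.

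The low Y-linked genes of that library were tested further. RNA from a female animal would bring Xist, which had 1 count, under the floor of 3. Gene length and expression level were weighed with 10000 random lists of genes matched on both: the median difference of the 4 Y-linked genes from the other 3 replicates, -1.91, lay at percentile 0.1 of the lists, so these properties do not account for it. A relation between falling Y-linked and rising macrophage scores over the 8 male pain samples had Spearman's rho = -0.524 (exact permutation p = 0.197) and Pearson's r = -0.87 (exact p = 0.00863). Without the 2 samples farthest on the macrophage score r was -0.06, and without this library rho was -0.286 (exact p = 0.556) and r -0.694 (exact p = 0.0879). Those 2 samples also have the 2 lowest Y-linked scores, so leaving them out takes away most of the range, and the relation rests on them. Replicates 1 and 2 and replicates 3 and 4 hold 4 male pain samples each, too few to recompute it. The X-linked counterparts were compared as well: in female sedentary pain Ddx3x changed by -0.95 (adjusted p = 0.0361), Kdm6a by -0.84 (0.0826), Eif2s3x by -0.69 (0.122) and Kdm5c by 0.0058 (0.975) on the log2 scale. In male sedentary pain the 4 Y-linked genes changed by -0.48 to -0.22 (smallest adjusted p = 0.649). Female RNA and the matched gene properties do not account for the low values, and a fall shared with the pain response was neither shown nor excluded.

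The other 10 values belong to samples that stood out in 1 or 2 measures each. Female control replicate 4 had a total of 32.5 M counts (others 24032455 to 25390205 counts), and thinning every library to the smallest total left 4530 genes in female sedentary pain against control. The number of genes detected was 19058 in male sedentary pain replicate 3 (others 19476 to 19554) and 19704 in male control replicate 3 (others 19489 to 19502). Female control replicate 2 had a mitochondrial share of 11.02% (others 8.59% to 8.85%), and male active pain replicate 2 a Myh4 share of 2.40% (others 5.01% to 5.49%). Female control replicate 3 had a heat shock score of 0.13 (others -0.05 to -0.04) and a fatty acid oxidation score of 0.38 (others -0.19 to -0.10). For Cxcl2, female control replicate 4 had -3.25 log2 CPM from 1 count, where the others had 0 counts. Il18 was 0.62 in female active pain replicate 3 (others -0.36 to -0.26), and Uty 2.98 in male control replicate 3 (others 3.36 to 3.42). With 8.6 expected by chance among all groups, these 10 carry no pattern that was tested.

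The change of gene sets differed between the sexes by the interaction test of camera: 16 sets in sedentary pain against control, 11 in active pain against control and 15 in active against sedentary pain, of 23 each. To see whether exchanging the sexes of same-numbered samples gives as many, 60 assignments were fitted, the real one included. As many sets appeared in 3, 27 and 5 of them. At a limit of 1 in 20, none of the 3 counts is rare among these assignments. Exchanging unlike numbers of pairs in the conditions compared brings the general difference between the sexes into the tested change. The assignments are thus no reference without interaction, and they cannot decide whether chance gives as many. With the correlation estimated per set 0 sets passed (2, 3 and 3 at an unadjusted p under 0.05), and with fry 0 (3, 0 and 8 unadjusted). The sex difference in sets can therefore not be told apart from variation between animals.

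The slow-twitch fibre score lay below the mean of the controls in every female and above it in every male sedentary pain sample, in 1 of 26 pairs of set and condition. The mean score was -1.02 in females and 0.18 in males, and the difference between these scores was not tested. By median log2 fold change of its genes the set was lower in both sexes, at -1.42 in females and -0.30 in males, so the opposite direction rests on the score. The camera interaction of the set, 1 of the 16 above, passed (median -1.01, adjusted p = 0.00730), with the same limits as the others. Uneven sampling of fibre types was weighed by the spread of the controls, whose scores ranged over 2.09 in females and 3.41 in males. Both ranges are larger than the changes, so different amounts of slow-twitch tissue in the samples may account for the opposite scores.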

How the results depend on the processing

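All alternatives were set against the counts with all samples, and the tests with a GC and length correction or with 2 replicates were chosen only after the result was seen. Without the fits that leave out a sample, 354 alternative values of the comparison counts stayed within 1.5 times and 74 moved. For those that moved, the cause was not tested, apart from the female sedentary pain count with 1 surrogate variable. The tests of that fall, given below, did not decide its cause.

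With DESeq2, female active pain against control had 124 genes and active against sedentary pain 3010. Male sedentary and active pain had 270 and 127 genes, and the sex interactions 15 (sedentary pain), 3 (active pain) and 111 (active against sedentary). Male and female controls differed in 720 genes. The sexes shared 259 genes in sedentary and 16 in active pain, and sedentary and active pain shared 122 in females and 99 in males. Candidates passing were 4 in female active pain, 6 in male sedentary pain and 3 in the sedentary sex interaction.

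With 1 surrogate variable the counts were 61 (female sedentary pain), 5 (female active pain), 0 (female active against sedentary; 748 unadjusted), 6 (male sedentary pain), 6 (male active pain) and 988 (male against female controls). The sexes shared 3 genes in sedentary and 3 in active pain, and the pain groups shared 5 in females and 5 in males. Candidates were 1, 3 and 0 (1 unadjusted) in the female comparisons, in that order, 0 in male sedentary pain (4 unadjusted) and 0 in male active pain (5 unadjusted). Some medians reversed: lymphocyte markers in female sedentary pain -0.088; in male sedentary pain neutrophil markers -0.13, mitochondrially encoded proteins 0.16, nuclear oxidative phosphorylation -0.086, mt-Nd4l 0.20 and Gm5182 0.37; in male active pain mitochondrially encoded proteins 0.063, nuclear oxidative phosphorylation -0.028 and the heat shock set -0.10.

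A log2 fold change of at least 1 left 2482 genes in female sedentary pain and 1152 in female active against sedentary pain. Fits of only the 2 groups compared gave 2847 and 0 (3818 unadjusted), and 7 candidates in male active pain. Without a low-count filter female active against sedentary pain had 174 genes. The library-number batch gave 2745 genes there, 3 in the sex interaction of the same comparison, 199 between male and female controls, and candidates of 1 (female active pain), 5 (male sedentary pain), 0 (male active pain; 7 unadjusted) and 4 (sedentary sex interaction). The replicate block gave 68 genes between male and female controls, 1 candidate in female active pain, and 0 in male sedentary and 0 in male active pain (5 unadjusted each). Both covariates were fitted within each sex. The count of 68 therefore compares the controls of the sexes at replicate 1, and that of 199 at the lower library numbers. Neither measures the same difference as the 427 genes without a covariate. A mean of at least 50 counts gave 0 candidates in male sedentary pain (9 unadjusted) and 1 in male active pain; all 24 samples in 1 fit gave 5 and 1. At an unadjusted p under 0.05 in the other sex, 987 genes were shared in sedentary pain.

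With the replicate block and GC and length correction together, female active pain had 1 gene and active against sedentary pain 3062. Replicates 1 and 2 gave 238 genes in female sedentary pain and 0 (1753 unadjusted) in active against sedentary pain; replicates 3 and 4 gave 155 in female active pain. RLE scaling, no robust step, no mitochondrial genes, thinned libraries and the GC and length correction alone moved none of the comparison counts they were run on beyond 1.5 times, and scaling choices moved the median log2 change of all genes by less than 0.1.

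Camera with the estimated correlation gave 0 sets in all 6 comparisons within a sex (2, 3, 1, 4, 4 and 2 unadjusted, females first) and 0 in the 3 interactions (2, 3 and 3). Fry gave 0 sets in female active pain (2 unadjusted), 9 in female active against sedentary pain, 0 in male sedentary pain (5), 0 in male active pain (5), 0 in male active against sedentary pain (1) and 0 in the interactions (3, 0 and 8).

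Leaving out 1 sample in turn (12 fits within a sex, 24 for both), female sedentary pain had 2486 to 6674 genes, female active pain 0 to 0 (550 to 1423 unadjusted) and female active against sedentary pain 0 to 4316, with 0 in 4 fits (3131 to 4166 unadjusted). The male comparisons had 0 to 0 genes (655 to 1968, 569 to 3001 and 96 to 783 unadjusted). Interactions had 0 to 18, 0 to 1 and 0 to 2174 genes, the last without male sedentary pain replicate 1, and male against female controls 198 to 622. Shared genes were 0 to 0 throughout. Sets ranged from 13 to 17, 9 to 13 and 14 to 17 in females, 7 to 12, 11 to 17 and 5 to 11 in males, and 13 to 18, 8 to 14 and 14 to 16 in the interactions. Candidates ranged from 19 to 24, 0 to 0 (2 to 7 unadjusted) and 7 to 21 in females, 0 to 10, 0 to 7 and 0 to 0 (0 to 1 unadjusted) in males, and 0 to 8, 0 to 0 (0 unadjusted) and 0 to 19 in the interactions.

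Some medians also reversed when a sample was left out. In male sedentary pain neutrophil markers ranged from -0.066 to 5.07 and nuclear oxidative phosphorylation from -0.027 to 0.25, both lowest without male sedentary pain replicate 1. In male active against sedentary pain nuclear oxidative phosphorylation ranged from -0.068 to 0.21 (-0.039 without male sedentary pain replicate 4), the extracellular matrix from -0.050 to 0.18 and the heat shock set from -0.40 to 0.19. The chemokine score of that comparison was -0.29 with the median in place of the mean.

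Of the other values, 1289 of gene sets kept their direction and side of the threshold, 146 were weaker and 13 reversed. Of single genes, 823 kept theirs, 139 were weaker, 14 stronger and 2 reversed, and of scores 42 kept theirs, 11 were weaker, all with the median in place of the mean (8 of them at the same exact p), and 1 reversed. Depth limits genes such as Trem1 and Cxcl2, at or under 3 counts in every control.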

Other observations

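The tests of library depth, mitochondrial reads, the library-number batch, the macrophage response, fat tissue and the surrogate variable within replicates, and the exchanges of the sexes for sedentary pain, were chosen only after the result was seen.

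Counts of genes were compared with those from other divisions of the same 8 samples into 4 and 4. Of 35 divisions, 8 part all same-numbered pairs as the real one does; with 8, the share can never fall under 0.05, so these 8 alone cannot exclude chance. Over all 35, the real division alone gave as many for the genes of female sedentary pain, the genes between male and female controls and the candidates of male sedentary pain (1 of 35 each). That share holds only if same-numbered samples are unrelated, and their mean residual correlation was 0.147 between female sedentary pain and control and -0.175 between the same groups in males. For female sedentary pain against control, 1 of the 8 (the real one) gave 4867 or more genes; the others gave 0 genes, and the remaining 27 divisions, which part fewer pairs, up to 3085. For female active against sedentary pain, 1 of the 8 gave as many genes, the others up to 459, and 1 of the 27 gave more, up to 2939. By genes with an unadjusted p under 0.05, 1 of the 8 gave as many in female active pain, 1 in male sedentary pain, 1 in male active pain and 7 in male active against sedentary pain. Of the 27 that part fewer pairs, 2 gave as many in female active pain (up to 1934), 1 in male sedentary pain (1567), 1 in male active pain (1741) and 26 in male active against sedentary pain (up to 6941). In the last, 2 other divisions had genes past the adjusted threshold (up to 4527), where the real one had 0 (121 unadjusted). Between male and female controls it was 1 of 8 and 0 of 27 (up to 92 genes). Dividing the samples by library number gave 53 genes in place of 4867 in female sedentary pain and 0 (against 1730) in female active against sedentary pain. In female active pain against control it gave 973 unadjusted genes, close to the 1020 of the groups. In male sedentary and active pain it gave 208 and 150, where the groups gave 1273 and 1045. In male active against sedentary pain it gave 5305 unadjusted genes in place of 121. By that count alone the batch and the group cannot be told apart there, but every group holds 2 samples from each side, and with the batch as a covariate the comparison had 0 genes (124 unadjusted).

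Gene sets were as many in 3, 6 and 3 of the 8 divisions in the female comparisons (sedentary pain, active pain, active against sedentary) and in 5, 3 and 6 in the male ones. Of the 27 others it was 3, 18 and 7 in females and 22, 4 and 21 in males. Division by library number gave 11 sets in female active pain, where the groups gave 10, and 9 in male active against sedentary pain, where they gave 8. The number of sets alone therefore cannot tell the batch and the group apart there; with the batch as a covariate the counts were 10 and 8. Candidates were as many in 1, 1 and 1 of the 8 divisions in females and in 1 and 1 for male sedentary and active pain, and of the 27 others in 2, 4 and 1 and in 0 and 1. For female active pain they were counted at an unadjusted p under 0.05. In male active against sedentary pain the groups gave 0 candidates at an unadjusted p under 0.05, so all 8 divisions had as many by necessity and nothing was tested; the library number gave 5. For the sex interactions, 60 assignments with the sexes of same-numbered samples exchanged, the real one included, gave as many unadjusted genes in 25 (sedentary pain), 35 (active pain) and 22 (active against sedentary). They gave as many candidates in 19 for sedentary pain, counted at an unadjusted p under 0.05, and in 16 for active against sedentary pain. For active pain the real count was 0 at an unadjusted p under 0.05, so all 60 had as many by necessity. None of the other 5 interaction counts here is rare among the exchanges. As stated above, the exchanges can carry the general difference between the sexes, so this does not show the counts to be chance.

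The contrast of 4867 genes in females and 0 in males (1273 unadjusted) for sedentary pain was set against several explanations. With every library thinned to the smallest total the female count was 4530, and without mitochondrial genes 4865. After correction for GC content and length it was 5223, and with the library-number batch 5390. The male count was 0 in each (1156, 1278, 1415 and 1251 unadjusted). None of these accounts for the contrast. A larger spread between male animals was also tested: the common biological coefficient of variation was 0.299 in males and 0.315 in females, a difference of -0.0157. A larger macrophage response in females was not shown by the scores, with an exact permutation p = 0.114 for 3.84 against 1.99. That test held the control means fixed. Of single genes, 0 passed the interaction (1446 unadjusted). The camera interaction of the macrophage set did pass (median 1.60, adjusted p = 1.4e-10), with the limits stated above for the set interactions. The surrogate variable that reduced the female count to 61 had r = -0.956 with the macrophage score over the 8 female samples compared, but these form 2 separate groups. Over all 12 females, where the active animals lie between, Pearson's r was -0.928 and Spearman's rho -0.902 (permutation test, adjusted p = 0.000120 and 0.000780 over 6 relations), and r was -0.868 without the 2 samples farthest on the variable. Within replicates 1 and 2 r was -0.927 and rho -0.943, and within replicates 3 and 4 r was -0.921 and rho -0.829, over 6 females each. The last rho did not pass the threshold (exact permutation test, adjusted p = 0.0875). Without the 2 farthest samples r was -0.861 in replicates 1 and 2 and -0.699 in replicates 3 and 4. These relations all run across the groups, so differences between groups alone could give them, and none was tested within a group. The variable itself parted the compared groups, from 0.0943 to 0.311 in controls and from -0.694 to 0.0764 in sedentary pain. A covariate that follows the groups takes out part of their difference, whatever it stands for. Whether the fall to 61 reflects the macrophage response or a hidden nuisance factor therefore cannot be told. By the common coefficient over all genes, the spread between animals was not larger in males. For the immune scores in sedentary pain, the male SD was larger for macrophages (1.39 against 1.23) and chemokines (1.95 against 1.19). It was smaller for interferon (0.689 against 0.970), so a larger male spread in some responding genes is not excluded. The male count stayed 0 whichever male sample was left out. The contrast between the sexes may be a matter of degree, but the likeness of their changes was not examined without male sedentary pain replicate 1.

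Lymphocyte markers rose in female sedentary pain. Lymph node tissue in the dissected muscle is a candidate source, and 13 B cell and follicle genes rose by a mean log2 of 1.56, against 2.85 for 11 T cell genes. The B cell rise is smaller than that of T cells but not near 0, so lymph node tissue and T cells entering the muscle cannot be told apart.

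Adipocyte markers fell in female sedentary pain, by a mean score of -1.94. The 4 female controls ranged over 3.75 on the same scale, and 17 of 18 marker genes had their 2 highest control values in replicates 3 and 4, where chance gives 16.7%. More fat tissue in some control samples may account for the fall, and Fasn, highest in the same samples, could share that source.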
